# Absence of SMARCB1 in rhabdoid tumor cells increases sensitivity to translation inhibition and alters translation efficiency of specific mRNAs

**DOI:** 10.1016/j.jbc.2024.107988

**Published:** 2024-11-13

**Authors:** Linh T. Nguyen, Anastasia E. Hains, Mohammad O. Aziz-Zanjani, Mattia Dalsass, Sheikh B.U.D. Farooqee, Yingzhou Lu, Peter K. Jackson, Capucine Van Rechem

**Keywords:** cancer biology, chromatin remodeling, translation regulation, mRNA, posttranscriptional regulation, ribosome, SWI/SNF, SMARCB1, rhabdoid tumors

## Abstract

Rhabdoid tumors, characterized and driven by the loss of the mammalian SWItch/sucrose nonfermentable subunit SMARCB1, are very aggressive childhood cancers that can arise in the brain, the kidney, or soft tissues. Cell lines derived from these tumors are specifically sensitivity to the translation inhibitor homoharringtonine. Having recently demonstrated mammalian SWItch/sucrose nonfermentable roles in translation, we assessed SMARCB1 potential roles in translation in rhabdoid tumor cells. We first revealed by cell viability assays that rhabdoid tumor cells’ sensitivity to homoharringtonine were dependent on the absence of SMARCB1. Polysome profiling and immunoprecipitation experiments demonstrated the interaction of SMARCB1 with translation machinery. Global translation assays and ribosome profiling experiments further revealed that SMARCB1 re-expression increased global translation and altered translation efficiency of specific mRNAs. Most regulated mRNAs presented an increased translation efficiency and were involved in differentiation. In comparison with the entire transcriptome, these mRNAs presented a longer coding sequence and were enriched in GC. Finally, we demonstrated that SMARCB1 re-expression increased cytoplasmic localization of these mRNAs and that gene encoding these transcripts were bound by SMARCA4 and SMARCC1. In conclusion, this study reveals that the loss of SMARCB1 in rhabdoid tumors has specific consequences on mRNAs translation with potential to unveil new dependencies.

Rhabdoid tumors are highly aggressive malignancies that can arise in the brain (referred to as atypical teratoid rhabdoid tumors), kidney (referred to as malignant rhabdoid tumors), or soft tissues (1). Rhabdoid tumors typically develop in patients under 3 years of age and often present less than 1-year survival after diagnosis. To date, there is no defined standard of care for these aggressive tumors, and treatments involve a combination of surgery, radiation, and chemotherapy (2).

These childhood cancers have a low mutational rate, and all cases of rhabdoid tumors present mutations in mSWI/SNF (mammalian SWItch/sucrose nonfermentable) subunits: more than 95% in *SMARCB1* and the remaining in *SMARCA4* (3, 4, 5, 6). Within these tumors, *SMARCB1* acts as a tumor suppressor and presents loss of function of both alleles, resulting in the loss of expression of this mSWI/SNF subunit defining these tumors (7, 8, 9).

SMARCB1 is also lost in a variety of other pediatric cancers, arising in the same organs as rhabdoid tumors, such as cribriform neuroepithelial tumors in the brain or renal medullary carcinoma in the kidney, or arising in other locations such as synovial sarcomas (10). In addition, *SMARCB1* is mutated in intellectual disability disorders such as Coffin–Siris syndrome and Kleefstra’s syndrome, indicating alterations of SMARCB1 have devastating pathological outcomes in many contexts (11, 12).

SMARCB1 is a core subunit of two mSWI/SNF complexes: BRG1/BRM-associated factors (BAF) and polybromo-associated BAF complexes (13). SMARCB1 is required for the integrity of BAF and polybromo-associated BAF complexes and is integrated in these complexes during the initial assembly steps, finalizing assembly of the core (13, 14, 15). Structurally, SMARCB1 opposes SMARCA4 in a clamp directly interacting with the nucleosome (16).

mSWI/SNF complexes are evolutionary conserved ATP-dependent remodelers that regulate chromatin accessibility and nucleosome positioning and thus influence gene expression (17, 18). In rhabdoid cells, SMARCB1 loss alters mSWI/SNF targeting at bivalent promoters and enhancers while maintaining specific complexes at superenhancers that are essential for tumorigenesis (14, 15).

Expanding from mSWI/SNF nuclear roles, we recently highlighted the relevance of translation in mSWI/SNF-altered diseases (19). We demonstrated that cancer cells harboring mutations in mSWI/SNF subunits were specifically sensitive to translation pathway inhibitors and presented genetic dependencies with genes encoding translation factors (19). mSWI/SNF subunits localized in the cytoplasm and interacted with the translation machinery (19). Inhibition, depletion, and mutations of mSWI/SNF subunits decreased translation and sensitized cells to translation pathway inhibitors in cell lines of different origins (19).

A screen of small molecules in rhabdoid tumor cell lines identified the translation inhibitor homoharringtonine (HHT) as a drug to which all rhabdoid tumor cell lines were selectively sensitive (20). However, whether this sensitivity is due to the absence of SMARCB1 and whether the absence of SMARCB1 alters translation in rhabdoid tumor cells remained to be determined.

## Results

### Re-expression of SMARCB1 decreases rhabdoid tumors cells’ sensitivity to HHT

To assess the relevance of a role for SMARCB1 in translation in rhabdoid tumors, we used four cell lines engineered to re-express *SMARCB1* (21). These cell lines, derived from rhabdoid tumors of different origin (brain, BT12 and BT16; kidney, G401; and liver, TTC549), were modified to conditionally express *SMARCB1* in the presence of doxycycline (14, 21). Control cell lines express *GFP* under the same “TET on” system. However, the cell of origin of rhabdoid tumor being unknown, we could not directly compare re-expressed levels of SMARCB1 to original levels. We demonstrate SMARCB1 re-expression levels to be lower than endogenous levels in neural precursor cells which, as rhabdoid tumor cells, have the same origin (neural crest) (22, 23), and are not fully differentiated (Fig. S1*A*).

We demonstrate that re-expression of SMARCB1 increases rhabdoid tumor cells’ viability in the presence of a range of concentrations of HHT (Fig. S1, *B–E* and Fig. 1, *A–D*, red lines), while expression of GFP does not (Fig. 1, *A*–*D*, black lines). However, re-expression of SMARCB1 does not alter sensitivity to the mammalian target of rapamycin inhibitor AZD8055 (Fig. S1, *F–I*).

**Figure 1:**
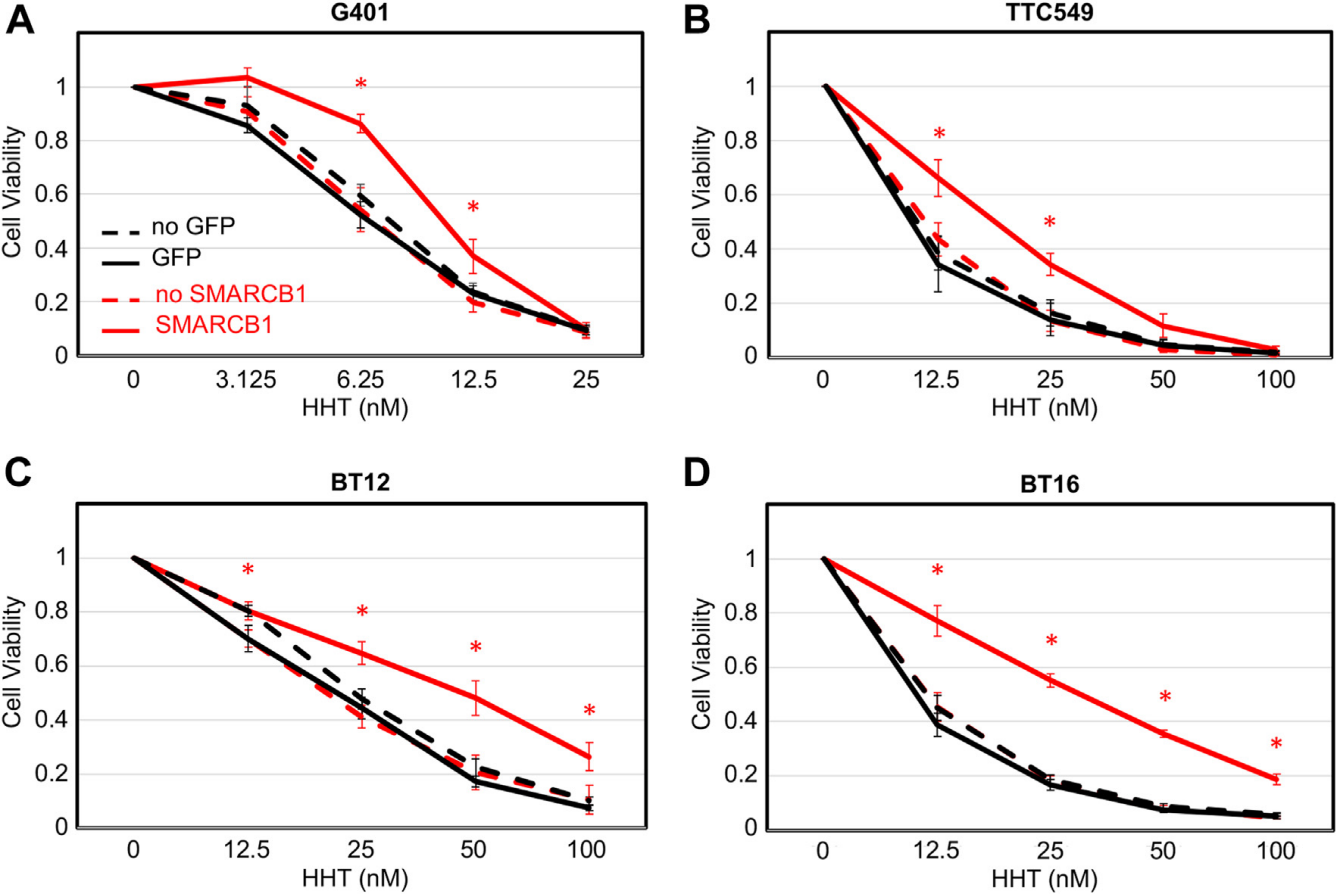
**Re-expression of SMARCB1 in rhabdoid tumor cells decreases sensitivity to the inhibitor of translation homoharringtonine.** Cell viability assays in the presence of the translation inhibitor homoharringtonine (HHT) at indicated concentrations for 72 h (CellTiter-Glo 2.0 Cell Viability Assay, Promega) in G401 (A), TTC549 (B), BT12 (C), and BT16 (D) after 24 h of doxycycline induction of SMARCB1 (*red*) or GFP (*black*). Cell viability was calculated as a fraction of the control (dimethylsulfoxide = 0 nM) viability. Averages of at least three experiments are represented. Statistics: Student’s *t* test: ∗*p* < 0.05 related to no SMARCB1.

### Re-expression of SMARCB1 increases mSWI/SNF subunits’ presence with the translation initiation machinery

Having previously demonstrated the presence of mSWI/SNF subunits (including SMARCB1) in the cytoplasm of other cell lines and their interaction with the translation machinery, we wanted to assess whether SMARCB1 would localize in the cytoplasm in rhabdoid tumor cell lines as well. To do so, we performed biochemical fractionation of G401 cells followed by Western blot. We demonstrate that, upon re-expression, SMARCB1 localizes both in the nucleus and the cytoplasm of G401 cells (Fig. 2*A*). Polysome profiling experiments further revealed that SMARCB1 and other tested mSWI/SNF subunit cosediment in initiating fractions of translation (40S, 60S, 80S, Fig. 2*B*). Re-expression of SMARCB1 increased the presence of tested mSWI/SNF subunits in these fractions: ARID1A, SMARCA4, SMARCC1, BRD7, and DPF2 (compare lanes 6–8 = no SMARCB1 to 1–3 = SMARCB1), consistent with mSWI/SNF forming complexes in the cytoplasm. To confirm these interactions, we performed immunoprecipitation experiments from cytoplasmic extracts in 300 mM NaCl followed by mass spectrometry, as performed to assess strongly interacting proteins (13). These experiments confirmed SMARCB1’s cytoplasmic interaction with 15 mSWI/SNF subunits [Fig. 2*C* and Fig. S2*A* (green dots), *B*, and *C*] (24). We further revealed the interaction of SMARCB1 with ribosomal and translation-related proteins [Fig. 2*C* and Fig. S2*A* (magenta dots), *B*, and *D*].

**Figure 2:**
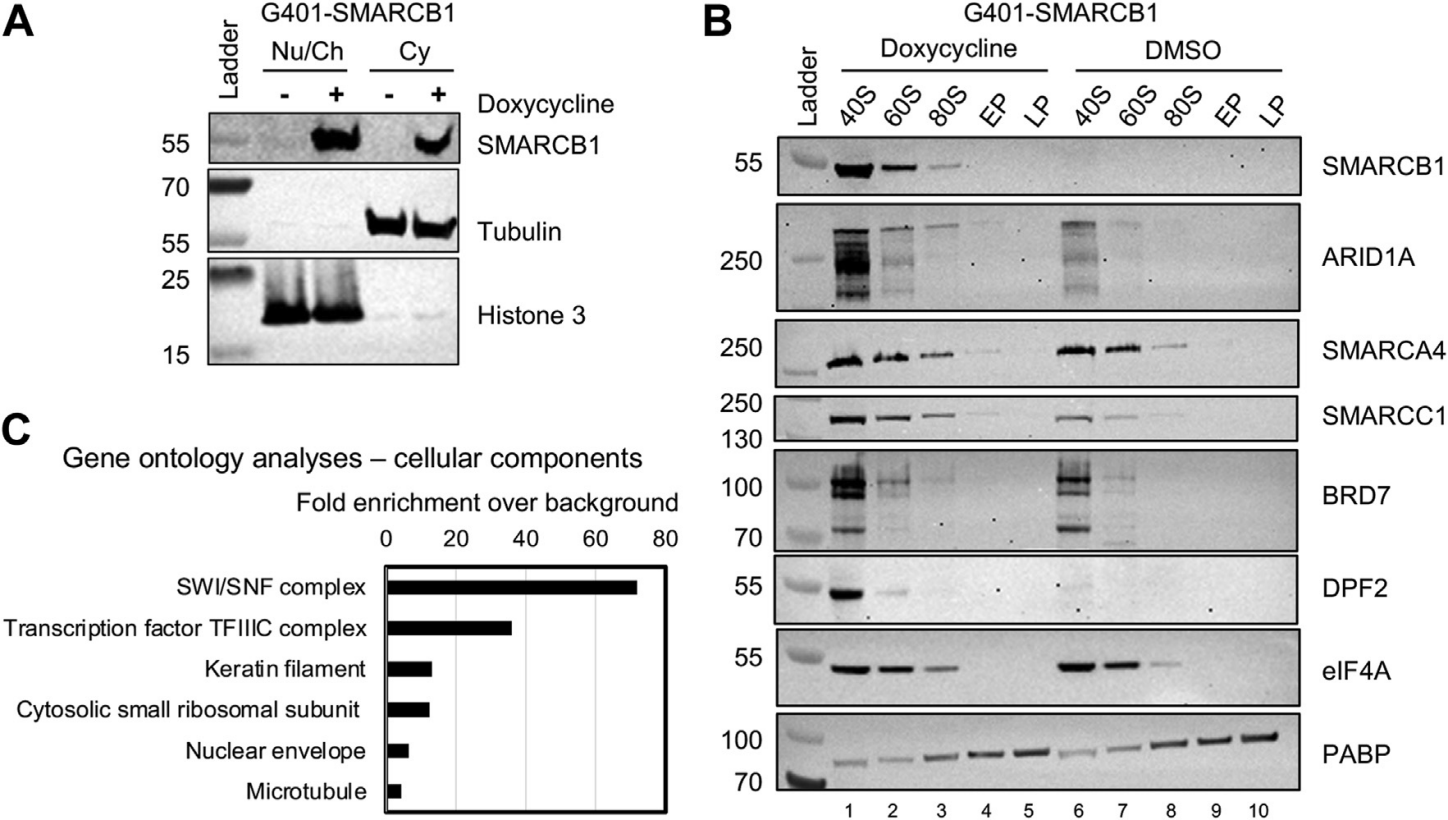
**Cytoplasmic SMARCB1 interacts with other mSWI/SNF subunits and with the translation machinery.***A,* upon re-expression, SMARCB1 localizes in the nucleus and the cytoplasm of G401 cells. Nu/Ch = nucleus and chromatin combined. *B,* SMARCB1 cosediments with initiating fractions of translation (40S-60S-80S, lanes 1–3), and stabilizes ARID1A, SMARCA4, SMARCC1, BRD7, and DPF2 in the same fractions (compare lanes 1–3 to lanes 6–8). *C,* Gene ontology analyses of proteins identified by mass spectrometry after immunoprecipitation of SMARCB1 from G401 cytoplasmic fraction in 300 mM salt. mSWI/SNF, mammalian SWItch/sucrose nonfermentable; Cy, cytoplasm; EP, early polysome; LP, late polysome.

### SMARCB1 increases global translation and alters translation efficiency of specific mRNAs

We then examined the consequences of SMARCB1 re-expression on translation. We first assessed global translation by incorporation of the amino acid analog L-azidohomoalanine (AHA). Re-expression of SMARCB1 increased global translation by 35% (Fig. S3*A*).

Since a global role on translation does not preclude a role on specific mRNAs (25, 26), we wanted to assess whether re-expression of SMARCB1 could alter the translation efficiency of specific mRNAs. To do so, we performed ribosome profiling experiments along total RNA-seq. 

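Ribosome profiling was analysed here for 8 libraries of G401 cells, a rhabdoid tumor line of the kidney that lacks SMARCB1. They come from cells with doxycycline-inducible SMARCB1 or GFP, each treated with 0.1 μg/ml doxycycline (Dox) or with DMSO for 12 h, with 2 libraries in each of the 4 groups. The RNA-seq libraries of the experiment were not analysed here, so the values describe ribosome occupancy and not translation efficiency. The authors isolated translating ribosomes with RiboLace, aligned the protected fragments with STAR and counted them with HTSeq on coding sequences of GENCODE annotation 42, and the deposited values are these counts per gene without normalization. The 2 libraries held 11407983 and 6005867 counts on genes for SMARCB1 Dox, 5924443 and 13700539 for SMARCB1 DMSO, 6933132 and 6429574 for GFP Dox, and 12001296 and 14000039 for GFP DMSO. Reads with more than 1 alignment made up 25.6% to 39.7% of the entries in 7 libraries and 56.4% in GFP Dox replicate 1. Counts were normalized with edgeR's TMM method, and the 11097 genes kept by its expression filter were tested in one quasi-likelihood fit of all 8 libraries, because 2 libraries against 2 give a poor estimate of the spread on their own. Such scaling makes each fold change relative to the other genes. A change in global translation, which the paper reports from AHA incorporation, could therefore not appear in these values. As a check on the labels, SMARCB1 (chromosome 22 of GRCh38, 23786931 to 23838009) had 2553 and 1750 counts in the SMARCB1 Dox libraries and 0 in each of the other 6. This is 245 ± 45.1 CPM, the counts scaled to library size (SD, n = 2), at least 1479-fold higher than the 3 counts that a count of 0 allows in the pooled SMARCB1 DMSO libraries. Without SMARCB1 DMSO replicate 2, the deeper of that pair, the bound falls to 471-fold. Such limits cover counting error only.

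**Figure D1:**
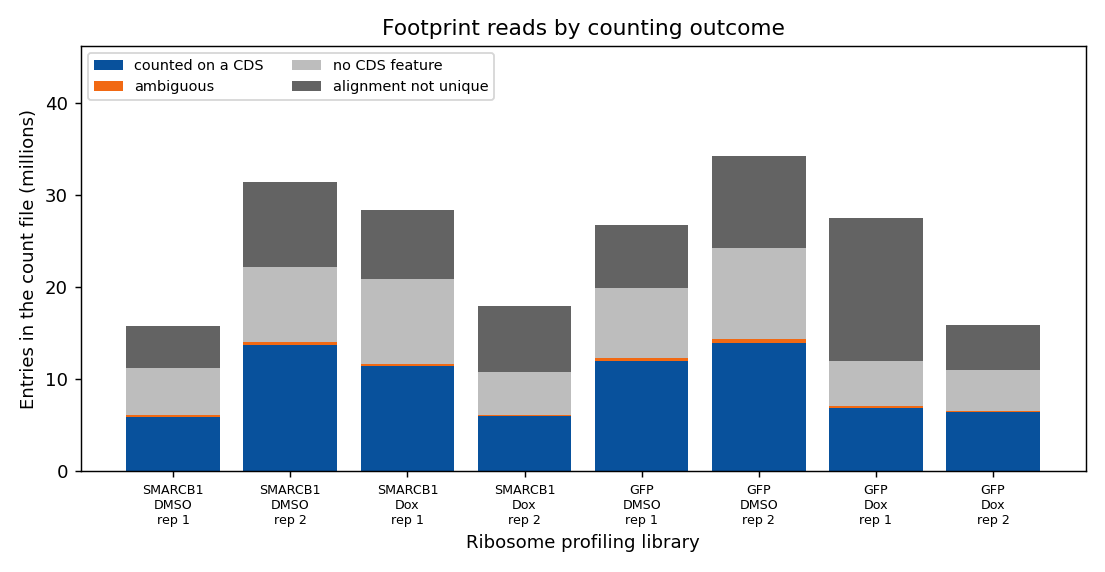
Entries of each ribosome profiling library, stacked by counting outcome: counted on a coding sequence, ambiguous, on no coding sequence, or with an alignment that is not unique. Counts on coding sequences range from 5924443 to 14000039, and GFP Dox replicate 1 has the highest share of alignments that are not unique, 56.4%.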

Ribosome profiling enables to extract ribosomes in active translation and to purify the ribosome protected fragments, hence directly assessing mRNAs being actively translated (27, 28). Coupling ribosome profiling with RNA-seq further enables to compare actively translated mRNAs to their levels and to assess whether translation efficiency is altered under the tested conditions; in other words, altered translation efficiency means that the increase/decrease in translation is not the only consequence of the increase/decrease level of the respective mRNA.

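On the ribosome profiling side, 2 of the 11097 genes tested had higher occupancy in SMARCB1 Dox than in SMARCB1 DMSO and 0 had lower occupancy, at an adjusted p-value below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change above 2. Without the fold-change minimum, the number stayed at 2. In this fit, an unadjusted p-value below 0.05 was found for 552 genes, where uniform p-values would give 555. The same fit gave 240 for the GFP comparison, so 555 is not its chance level. The number therefore does not show that nothing changed. In counts simulated for this comparison with 200 changed genes, the test recovered 86% of 4-fold changes and 22% of 2-fold changes among 10931 genes, with 10 wrong calls. DESeq2 recovered 85% and 27% there with 15 wrong calls, and edgeR without a filter on low counts 66% and 15% among 14018 genes with 1 wrong call. The simulated libraries were drawn independently, without an effect of the replicate number. Recovery after adjustment also depends on how many genes change. These shares are therefore not the detection rate of the real comparison. The number of calls depended on the test and on the fit. With the replicate number as a block, edgeR called 9 genes higher and 4 lower. An unadjusted p-value below 0.05 was then found for 828 genes. Across genes, the differences of replicate 1 from replicate 2 in SMARCB1 Dox and SMARCB1 DMSO correlated at 0.199. The fit without a block may therefore count a shared replicate effect as spread and call too few genes. DESeq2, the tool named in the paper's methods, called 26 genes higher and 8 lower on the same filtered genes, and edgeR without a filter on low counts called 38 higher and 8 lower. In edgeR's filtered fit without a block, 32 of DESeq2's genes were not called, with adjusted p-values between 0.0518 and 0.463 in its quasi-likelihood test.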

We demonstrate that re-expression of SMARCB1 leads to various consequences on mRNAs: alteration of translation only (Fig. S3*B*, green dots), alteration of RNA levels only (Fig. S3*B*, purple dots), unidirectional alteration of translation and RNA levels (Fig. S3*B*, blue dots). Opposite effects on translation and RNA levels were almost inexistent (Fig. S3*B*, orange dots).

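The genes called by edgeR in the filtered fit of all 8 libraries without a block were SMARCB1 itself and ASS1. ASS1 encodes argininosuccinate synthase and lies on chromosome 9 of GRCh38 from 130444961 to 130501274. ASS1 had 42.8 ± 9.12 CPM (SD, n = 2) in SMARCB1 Dox and 9.55 ± 0.174 CPM (SD, n = 2) in SMARCB1 DMSO. Its log2 fold change was 2.16 (standard error 0.29, adjusted p = 0.0185 from edgeR's quasi-likelihood test). Across the 8 other settings of the fit the adjusted p-value of ASS1 ranged from 1.26e-07 to 0.0498, and with each library of the SMARCB1 line left out in turn its log2 fold change stayed between 1.93 and 2.37. KSR1 and RGS2, chosen after their values were seen, came next by p-value. KSR1 had a log2 fold change of 2.01 (standard error 0.32) and RGS2 of -1.92 (standard error 0.30), and both had an adjusted p of 0.0518 in edgeR's quasi-likelihood test. Over the other settings their adjusted p-values ranged from 2.56e-05 to 0.0801 and from 5.24e-06 to 0.0874. The mSWI/SNF subunits ARID1A, SMARCA4, SMARCC1, BRD7 and DPF2 had log2 fold changes between -0.50 and 0.21, none of them distinguishable from the spread between replicates (adjusted p = 1 for each in edgeR's quasi-likelihood test). SMARCA4, at -0.33, changed sign to 0.02 without SMARCB1 DMSO replicate 2.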

By analyzing the ratio of ribosome profiling over RNA-seq, we revealed that re-expression of SMARCB1 increased translation efficiency of 180 mRNAs and decreased translation efficiency of 25 mRNAs (Fig. 3*A*). These results were specific to the re-expression of SMARCB1 because expression of GFP altered translation efficiency of very few nonoverlapping mRNAs (Fig. S3*C*). 

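In the GFP line, 0 of the genes tested were called higher and 0 lower in GFP Dox than in GFP DMSO, and 240 had an unadjusted p-value below 0.05. DESeq2 also called 0 genes. In counts simulated for the GFP comparison among 10921 genes, edgeR recovered 81% of 4-fold changes and 21% of 2-fold changes, under the same limits. Without the filter on low counts, edgeR called 13 genes higher and 1 lower, and 2 of them were also called higher in the SMARCB1 line, where chance would give 0.0345. The difference between the Dox effects in the 2 lines was tested directly and gave 0 calls, with 443 genes at an unadjusted p-value below 0.05. Without the filter on low counts, edgeR called 10 genes higher and 5 lower for this difference. With the replicate number as a block it gave 0 calls, with 707 genes at an unadjusted p-value below 0.05. SMARCB1 could not be tested in that contrast by edgeR, because its counts were 0 in 3 of the 4 groups, and DESeq2 called 1 gene there, SMARCB1. ASS1 rose by 0.40 on the log2 scale in the GFP line (standard error 0.28). Its difference between the lines was 1.76 (standard error 0.40, unadjusted p = 0.000647 and adjusted p = 0.977 from edgeR's quasi-likelihood test). The adjusted value does not show that the lines respond alike. ASS1 was chosen for its change in the SMARCB1 line, so the unadjusted value may be too small. Across genes, which are not independent replicates, the log2 fold changes in the 2 lines had a Pearson correlation of -0.029. Among the 33 genes other than SMARCB1 that DESeq2 called in the SMARCB1 line, the median log2 fold change, signed by the direction there, was 1.86 in the SMARCB1 line and 0.02 in the GFP line. These genes were chosen and signed by their change in the SMARCB1 line, so 1.86 follows from that choice. The value of 0.02 would also arise if the calls were noise, so the pair does not show specificity. Some of these genes, such as HCLS1 with at most 0.658 CPM in a GFP library, could hardly show a response there. One library bears on the GFP values, since GFP Dox replicate 1 correlated with its replicate at 0.950, the lowest value within a line. From the ratio of ribosome profiling over RNA-seq in both lines, the paper concludes that the changes were specific to the re-expression of SMARCB1.

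**Figure D2:**
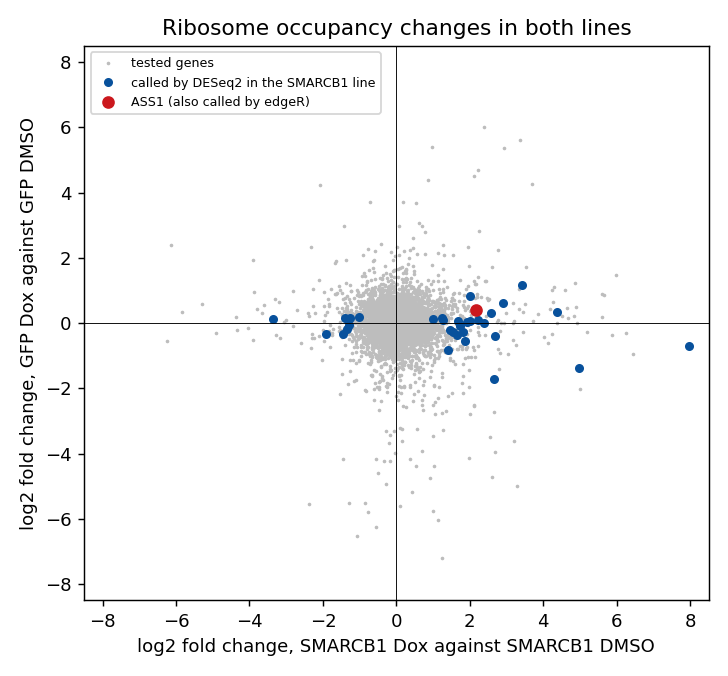
Log2 fold change of ribosome occupancy for each tested gene other than SMARCB1, in the SMARCB1 line on the horizontal axis and in the GFP line on the vertical axis. Blue points are genes called by DESeq2 in the SMARCB1 line and the red point is ASS1, at 0.40 in the GFP line.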

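Genes of muscle structure were examined as a list of 50 genes, chosen without reference to these libraries. Of these, 28 passed the expression filter, and 13 of the 28 had higher ribosome occupancy in SMARCB1 Dox than in SMARCB1 DMSO. Their median log2 fold change was -0.01, against -0.02 for all genes tested, and 0.10 against 0.09 with library size as the only scaling. Both scalings are relative, so these medians do not measure global translation. The set did not stand apart from the other genes (adjusted p = 0.897 over the 6 sets tested, limma's camera with a preset correlation of 0.01), nor did it under fry (adjusted p = 0.989) or under camera with an estimated correlation (adjusted p = 0.964). The difference between the lines for this set had an adjusted p of 0.959 in limma's camera test. The paper's result on muscle terms rests on mRNAs selected by translation efficiency. These tests of occupancy over a different list therefore do not examine it.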

Gene Ontology analyses of mRNA presenting increased translation efficiency revealed that these mRNAs present enrichments in biological processes related to muscle and cell differentiation and in cellular components related to muscle (Fig. S3*D*).

**Figure 3:**
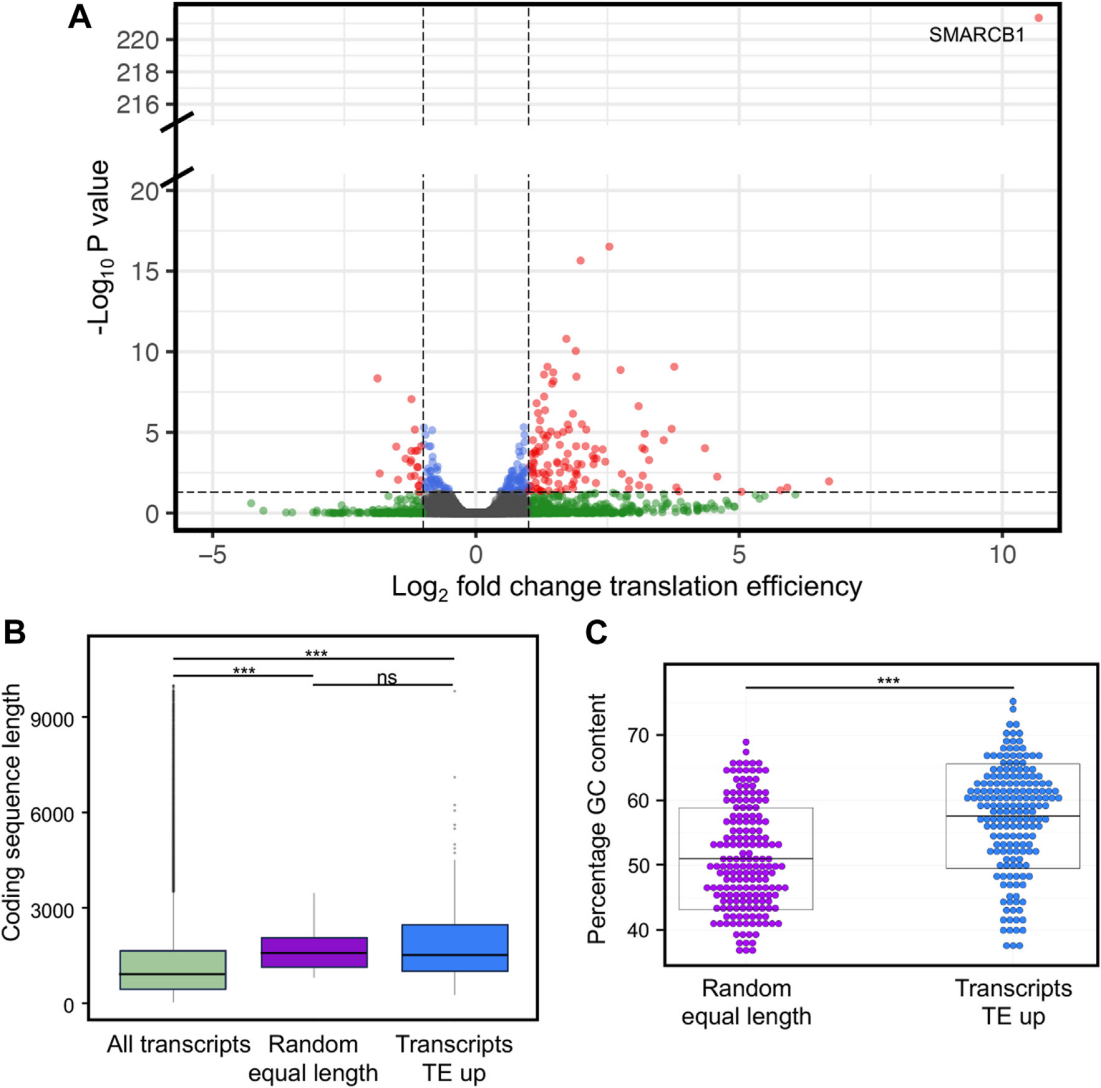
**Re-expression of SMARCB1 alters the translation efficiency of specific mRNAs.***A,* translation efficiency analyses from ribosome profiling and total RNA-seq of G401 cells after 12 h of doxycycline induction of SMARCB1 compared to dimethylsulfoxide. Significant transcripts (adjusted *p* value < 0.05) with a fold change >2 are represented in *red*. *B,* coding sequence length of all transcripts in the genome (*green*), transcripts with increased translation efficiency upon SMARCB1 re-expression (*blue*), and of a random set of transcripts with comparable length of the green transcripts for further analyses (*purple*). *C,* GC content of transcripts with increased translation efficiency upon SMARCB1 re-expression (*blue*) compared to a random set of transcripts of equal length (*purple*). Statistics: Mann–Whitney *U* test was applied for two groups, and *p* values were calculated and adjusted with the Benjamini–Hochberg method. ∗∗∗ adjusted *p* values < 0.001.

### SMARCB1 increases translation efficiency of long and GC-rich mRNAs

When compared to all transcripts in the genome, the 180 transcripts presenting increased translation efficiency upon SMARCB1 re-expression had a significantly longer coding sequence length (Fig. 3*B*, compare red to green boxes). The 25 transcripts presenting decreased translation were also significantly longer (Fig. S3*E*, compare red to green boxes). We further analyzed the codon usage by comparing these 180 transcripts to a random set of transcripts of the same size (Fig. 3*C* and Fig. S3*F*, blue boxes). Our analyses of the ribosome footprints of transcripts with increased translation efficiency revealed 46/64 codons with differential usage with adjusted *p* value <0.05, among which 38/64 codons presented an adjusted *p* value <0.01. Further analyses revealed that 68% of GC content belonged to significant codons. GC content analyses of mRNAs with increased translation efficiency upon SMARCB1 re-expression confirmed these transcripts to be enriched in GC (Fig. 3*C*). This was specific to transcripts with increased translation efficiency because transcripts presenting decreased translation efficiency were not enriched in GC (Fig. S3*F*).

### SMARCB1 increases cytoplasmic localization of mRNAs with higher translation efficiency

Because high GC content in mRNAs was shown to facilitate their cytoplasmic localization and enhance their translation (29), we tested whether SMARCB1 would facilitate the cytoplasmic localization of these mRNAs by assessing their subcellular localization in G401 cells with and without re-expression of SMARCB1. We demonstrate that SMARCB1 re-expression increases the cytoplasmic localization of six out of seven tested mRNAs with increased translation efficiency (Fig. 4, *A*–*G* and Fig. S4*A and B*), while expression of GFP did not (Fig. S4, *C–E*). We further tested two mRNAs from our random set of transcripts of the same size and demonstrate these mRNAs did not present cytoplasmic enrichment upon SMARCB1 re-expression (Fig. 4, *H* and *I* and Fig. S4, *J–K*). Demonstrating specificity for mRNAs with increased translation efficiency, SMARCB1 re-expression did not alter the subcellular localization of mRNAs presenting decreased translation efficiency (Fig. 4, *J–M* and Fig. S4, L–O). We further assessed whether mRNAs with decreased translation efficiency presented altered distribution within polysome profile fractions. Quantitative PCR from 80S, early polysomes (first three polysomes), and late polysomes (from fourth polysome to the end of the profile) demonstrate that mRNAs with decreased translation efficiency were less abundant in all fractions upon SMARCB1 re-expression (Fig. S4, *P–Q*). Furthermore, *C2orf72*, an mRNA presenting increased translation efficiency upon SMARCB1 re-expression, was enriched in all fractions, while small variations in *GAPDH* abundance were not significant (Fig. S4*R*).

**Figure 4:**
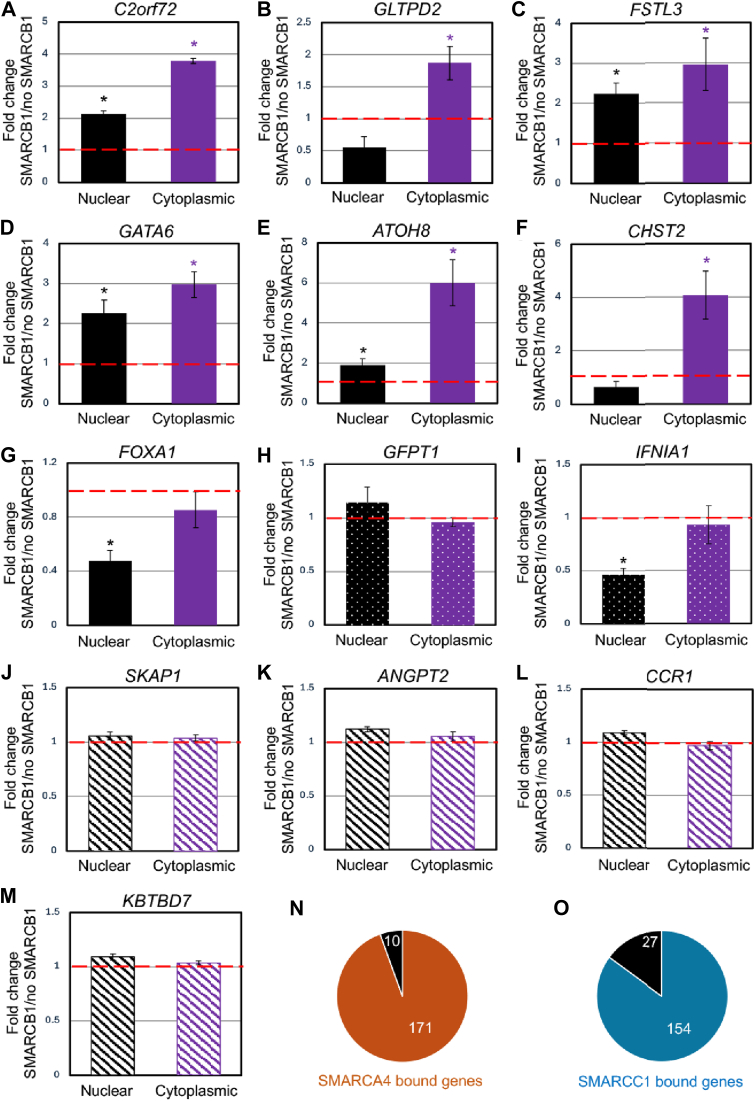
**Re-expression of SMARCB1 increases the cytoplasmic localization of transcripts presenting increased translation efficiency.***A-M,* fold change of annotated transcripts in the nucleus and the cytoplasm after 24 h of SMARCB1 induction with doxycycline compared to dimethylsulfoxide, relative to 18S. *Full bars* are transcripts with increased translation efficiency upon SMARCB1 induction, *dotted bars* are transcripts from the random set of transcripts of similar length, and *stripped bars* are transcripts with decreased translation efficiency upon SMARCB1 induction. Statistics: Student’s *t* test: ∗*p* < 0.05 related to no SMARCB1. *N-O,* proportion of genes encoding the transcripts with increased translation efficiency upon SMARCB1 re-expression bound by SMARCA4 (J) or SMARCC1 (K).

We finally wanted to assess whether transcripts with increased translation efficiency could be also controlled by SMARCB1 at the transcriptional level. To do so, we analyzed publicly available chromatin immunoprecipitation (ChIP) sequencing of SMARCA4 and SMARCC1 in G401 cells expressing SMARCB1 (15) and revealed that 94% and 85% of genes encoding transcripts with increased translation efficiency upon SMARCB1 re-expression were bound by SMARCA4 and SMARCC1, respectively (Fig. 4, *J* and *K*). Of note, in absence of SMARCB1 77% and 62% of these genes were still bound by SMARCA4 and SMARCC1, respectively. These observations are consistent with published data reporting that the absence of SMARCB1 in G401 cells lead to mSWI/SNF complexes absence or reduction at target genes (15). Together, these results are consistent with mSWI/SNF controlling transcription, export, and translation of these transcripts.

## Discussion

A challenge with cancers driven by the loss of tumor suppressors is the inability to target the driver of tumorigenesis. Therefore, understanding the consequences of such loss is necessary to unveil potential targeted therapeutic strategies.

Within this study, we reveal that rhabdoid cells’ sensitivity to the transaction inhibitor HHT is reduced upon SMARCB1 re-expression. We further reveal that SMARCB1 re-expression increases global translation. These results are consistent with our previous findings describing decreased global translation upon mSWI/SNF subunits’ absence or inhibition (19). This global decrease of translation could explain the increased sensitivity to translation inhibition, with translation becoming too low for the cells. Whether this decreased translation leads to a decreased cell growth and/or to cell death remains to be determined.

A global role on translation does not preclude a role on specific mRNAs. For example, upon stress, the translation initiation factor eukaryotic initiation factor 2 alpha reduces global translation and preferentially translates specific mRNAs (25). To take another example, the reduced number of ribosomes in Diamond–Blackfan anemia alters polysome profiling globally and the regulation of specific transcripts (26). We demonstrate that SMARCB1 re-expression alters translation efficiency of 205 mRNAs; 180 mRNAs presented increased translation efficiency; and 25 mRNAs presented decreased translation efficiency. 

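The ribosome occupancy of the transcripts that the paper tested by qPCR can be read from the same libraries. The paper chose these transcripts from its own result on these samples, so their values are not independent evidence. Of the 7 transcripts with increased translation efficiency in the paper, 5 had too few footprints to pass the expression filter. GLTPD2 (chromosome 17 of GRCh38, 4788964 to 4790589), which the primers listed as GLTPD match, had 0 counts in all 8 libraries, and its coding sequence of 873 bases shares 0 bases with that of another gene. C2orf72 had 23 and 6 counts in SMARCB1 Dox against 4 and 5 in SMARCB1 DMSO, a ratio of 3.32 after scaling for depth with a 95% exact binomial interval of 1.53 to 7.98, and of 1.99 without SMARCB1 Dox replicate 1. GATA6 had 7 and 16 counts against 0 and 8, a ratio of 2.96 with an interval of 1.28 to 7.67. The GATA6 libraries overlapped, with 0.585 CPM in SMARCB1 Dox replicate 1 and 0.623 CPM in SMARCB1 DMSO replicate 2, and the ratio was 1.38 without SMARCB1 Dox replicate 2 and 5.97 without SMARCB1 Dox replicate 1. FOXA1 had 9 and 3 counts against 1 and 0, a ratio of 12.4 with an interval of 1.83 to 529, and of 3.94 without SMARCB1 DMSO replicate 2. ATOH8 had 1 and 2 counts against 0 and 1, a ratio of 3.09 with an interval of 0.248 to 162, so that no difference was detectable at this depth. Its ratio was 5.97 without SMARCB1 Dox replicate 1 and 1.58 without SMARCB1 Dox replicate 2. These intervals leave out the spread between replicates. CHST2 (chromosome 3, 143119771 to 143124014) passed the filter through its counts in the GFP line. It had 16 and 6 counts against 0 and 2, a ratio of 11.3 with an interval of 2.79 to 99.5, and a fitted log2 fold change of 3.34 (standard error 0.76, adjusted p = 0.287 from edgeR's quasi-likelihood test). Across 6 other settings its adjusted p ranged from 0.0146 to 0.297, and the fitted change moved to 6.45 without SMARCB1 DMSO replicate 2 and to 2.83 without SMARCB1 DMSO replicate 1. FSTL3 had a log2 fold change of 0.25 (standard error 0.70), which rose to 1.48 without SMARCB1 DMSO replicate 2 and changed sign to -0.31 without SMARCB1 DMSO replicate 1.
Of the 4 transcripts with decreased translation efficiency in the paper, CCR1 had 1 and 4 counts against 7 and 5, a ratio of 0.430 with an interval of 0.119 to 1.31 that ranged from 0.131 to 0.995 with 1 library left out, and no difference was detectable at this depth. ANGPT2 (chromosome 8, 6499632 to 6563409) had 157 ± 6.92 CPM (SD, n = 2) in SMARCB1 Dox and 397 ± 73.8 CPM (SD, n = 2) in SMARCB1 DMSO, a log2 fold change of -1.34 (standard error 0.24, adjusted p = 0.0832 from edgeR's quasi-likelihood test). KBTBD7 (chromosome 13, 41189834 to 41194569), whose primers also match KBTBD6, fell by 1.44 on the log2 scale (standard error 0.29, adjusted p = 0.158 from edgeR's quasi-likelihood test), and SKAP1 fell by 1.06 (standard error 0.32, adjusted p = 0.499 from edgeR's quasi-likelihood test). DESeq2 called ANGPT2 (adjusted p = 7.93e-05) and KBTBD7 (adjusted p = 0.0108). Over all settings the adjusted p ranged up to 0.125 for ANGPT2 and up to 0.324 for KBTBD7. Over all genes tested, 0 of the 14 transcripts passed the threshold, while adjusted over the list alone 4 of the 8 with a test had an adjusted p below 0.05 in edgeR's quasi-likelihood test: CHST2, SKAP1, ANGPT2 and KBTBD7. In the GFP line, SKAP1 fell by 0.74 (standard error 0.46), ANGPT2 fell by 0.19 (standard error 0.23) and KBTBD7 fell by 0.33 (standard error 0.28). The difference between the lines was -0.32 for SKAP1 (standard error 0.58), -1.15 for ANGPT2 (standard error 0.33), -1.11 for KBTBD7 (standard error 0.41) and 2.91 for CHST2 (standard error 0.84). None passed over all genes (adjusted p = 0.991 for SKAP1 and 0.981 for the others in edgeR's quasi-likelihood test), and adjusted over the list alone the values were 0.779 for SKAP1, 0.0146 for ANGPT2, 0.0431 for KBTBD7 and 0.0146 for CHST2 in the same edgeR test. Among the transcripts that the paper chose at random, GFPT1 had a log2 fold change of 0.18 (standard error 0.22). IFIT1, which the primers listed as IFNAI1 match, had 3 and 2 counts against 4 and 12, a ratio of 0.322 with an interval of 0.0923 to 0.920 that leaves out the spread between replicates, and a fitted log2 fold change of -1.52 (standard error 1.15). GAPDH was at 0.03 (standard error 0.30).

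**Figure D3:**
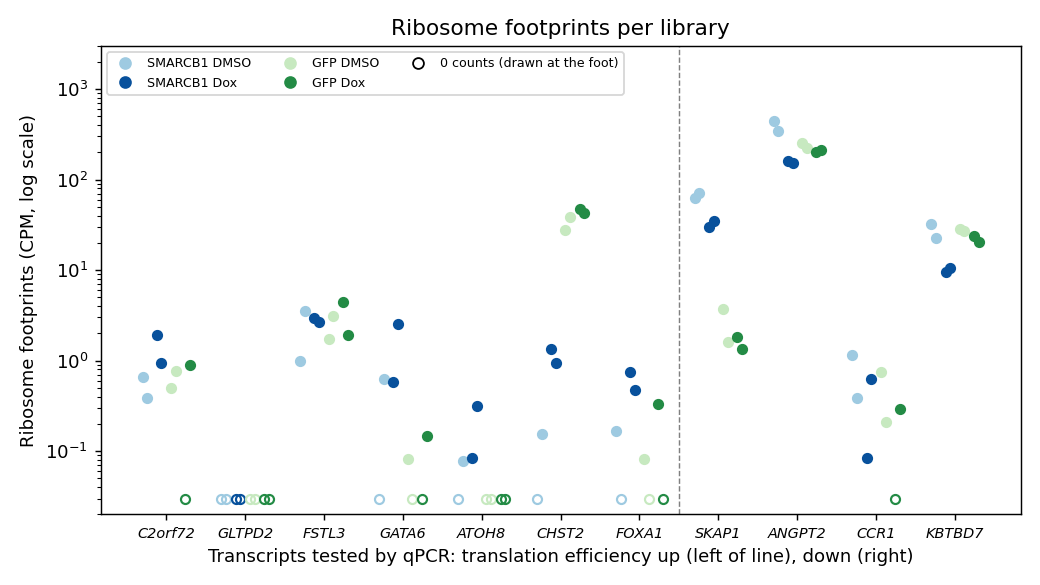
Ribosome footprints of the transcripts tested by qPCR in CPM on a log axis, with 1 point per library, colored by group, and open points at the foot for libraries with 0 counts. In ANGPT2 the SMARCB1 Dox libraries lie at 162 and 152 CPM, below the SMARCB1 DMSO libraries at 449 and 345 CPM.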

Gene ontology analyses of mRNAs with increased translation efficiency revealed biological processes and cellular components linked to muscle and differentiation, consistent with rhabdoid tumors having a neural crest origin and being stalled in development toward a mesenchymal differentiation (22, 23).

While this study, along our previous work (19), is consistent with direct roles for mSWI/SNF complexes in translation, they do not exclude the potential contribution of nuclear functions to the observed altered translation. In fact, our results suggest that increased translation efficiency of mRNAs by SMARCB1 is accomplished through a combination of nuclear and cytoplasmic roles (Fig. 5). Indeed, the presence of mSWI/SNF subunits at genes encoding these mRNAs and their increased cytoplasmic localization upon SMARCB1 re-expression suggest mSWI/SNF to regulate these transcripts from transcription to export and translation. Such functions have already been reported for other factors. For example, upon stress, the translation elongation factor eukaryotic elongation factor 1A1 localizes in the nucleus where it activates the transcription of a heat shock gene; it then travels with the polymerase along the gene before stabilizing the mRNA and transporting it to the ribosomes where it gets translated (30).

**Figure 5:**
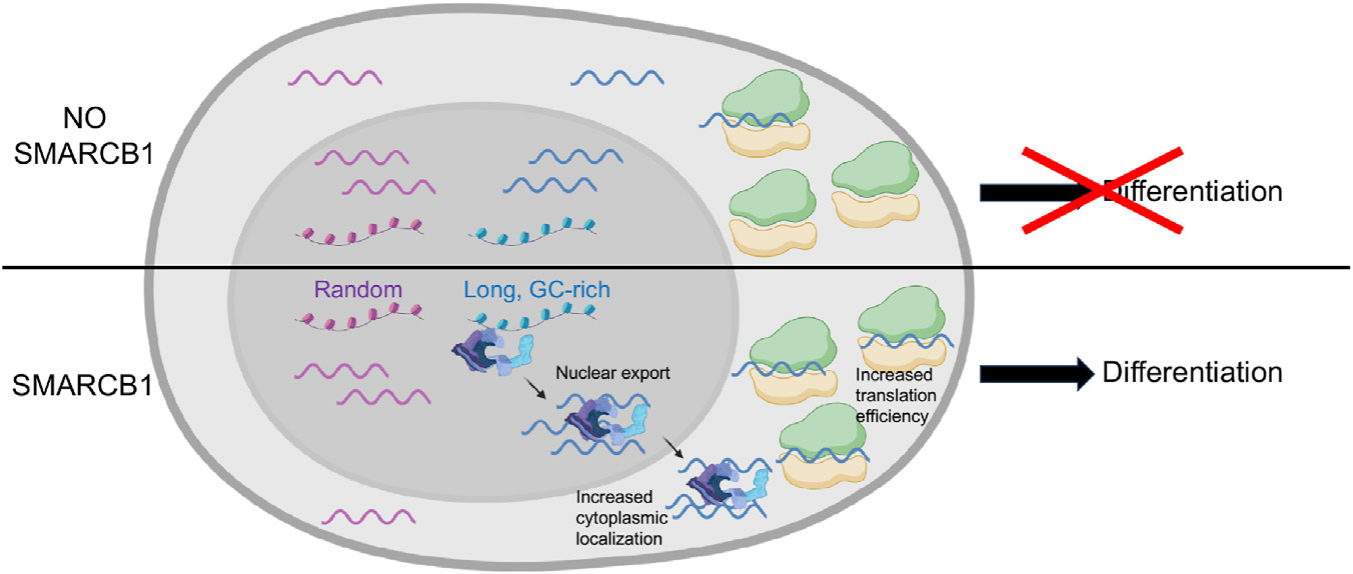
**Model.** SMARCB1, as part of mSWI/SNF complexes, regulates long and GC-rich transcripts from transcription to export and translation, leading to proper cell differentiation. Created in BioRender. Van Rechem, C. (2024) BioRender.com/v32s695. mSWI/SNF, mammalian SWItch/sucrose nonfermentable.

It remains to be determined whether SMARCB1 directly and/or indirectly regulates the translation of transcripts with decreased translation efficiency. The lower abundance of these transcripts in 80S, early, and late polysomes upon SMARCB1 re-expression is consistent with a role for SMARCB1 in initiation of translation. More experiments are needed to mechanistically determine how SMARCB1 induces a decreased translation efficiency of specific transcripts and whether this is direct or not, such as through the transcriptional regulation of a factor regulating the translation of these transcripts.

The mechanism by which SMARCB1 and mSWI/SNF complexes directly regulate translation remains to be determined. In this study, we demonstrate cytoplasmic SMARCB1 to interact with several ribosomal subunits under high salt conditions, consistent with direct/stable interaction. Five out of the six detected ribosomal proteins were also detected after immunoprecipitation of SMARCA4 in other cell types (19), suggesting a shared mechanism within distinct cellular models. Specifically, we consistently detected a high number of RPS3 peptides. RPS3 is at the ribosome entry channel, promoting mRNA binding and stabilizing the preinitiation complexes at start codons (31). RPS2, also enhancing initiation at the entry channel, was also found interacting with SMARCA4 (32). Analysis of the structure of the human 80S ribosome on the Protein Data Bank website (RCSB.org) (33) reveals RPS15A in proximity of RPS2, and RPS13 in proximity of RPS15A; these ribosomal proteins were both detected after immunoprecipitation of SMARCB1 and SMARCA4. These observations, along with the results reported in this study, suggest the mSWI/SNF complexes to bring mRNA directly to the ribosome entry channel to help stabilize and initiate translation. This possibility is consistent with our detection of mSWI/SNF subunits in initiating fractions of polysome profiles.

In conclusion, this study reveals that the loss of SMARCB1 in rhabdoid tumors has specific consequences on mRNAs translation with potential to unveil new dependencies and future therapeutic strategies.

## Experimental procedures

### Cell culture

Rhabdoid tumor cell lines were obtained from Dr Roberts’ laboratory (St Jude Children’s Research Hospital). Cells were cultivated in McCoy’s 5A (Sigma-Aldrich 8403) supplemented with 10% fetal bovine serum (Biowest S162TA), 1% P/S and 1% Glutamax (Thermo Fisher Scientific 35050061). *SMARCB1* and *GFP* were induced with 0.1 μg/ml doxycycline (Sigma-Aldrich D3072-1ML) for the indicated period of times.

### Cell viability assays

Cells were seeded at 1 × 10^3^ density in triplicate in 96-well plates. After 24 h, cells were treated with 0.1 μg/ml doxycycline for 24 h before being treated with HHT (Tocris 1416) or AZD8055 (Achemblock 10280) for 72 h. Viability assays were performed following supplier’s instructions from the CellTiter-Glo 2.0 Cell Viability Assay (Promega). Luminescence reading was performed using GloMax Explorer Microplate Reader (Promega).

### Biochemical fractionations

#### Protein analyses

Cell fractionations were performed as in (34). For the Western blot analysis a comparable fraction of each compartment was loaded on a gel.

#### RNA analyses

RNAs from the nucleus and cytosol were extracted with the RNA Subcellular Isolation Kit (Active Motif, 25501) following supplier’s instructions.

### Antibodies

SMARCA4 (Cell Signaling 52251S), SMARCB1 (Santa Cruz Biotech 166165), ARID1A (Cell Signaling 12354S), SMARCC1 (Abcam ab172638), DPF2 (Abcam ab134942), PABP (Abcam ab21060), eIF4a1 (Abcam 31217), V5 tag (Thermo Fisher Scientific R960-25), TUBULIN (Santa Cruz Biotech sc-32293), histone H3 (Abcam ab1791), Strep-HRP (Invitrogen SA10001), GAPDH (Abcam ab9485), BRD7 (Protein tech 51009-2-AP), IgG2a isotype control (Cell Signaling 61656S).

### Global translation assay

AHA incorporation was performed as in (35) following the supplier's instructions from Click-IT Metabolic Labeling Reagents for Proteins (Life Technologies); AHA was added for the last 2 h of doxycycline treatment (24 h). Antibodies intensities from Western blot membranes were analyzed using ImageJ (https://imagej.net/ij/). Because of the string smear obtained for these Western blots, loading controls (GAPDH) were ran on separate membranes. Quantification panel represents the average of six independent experiments.

### Polysome profiling

Polysome profiling was performed as in (35). Because of the high number of proteins tested and size restriction, fractions from polysome profiles were assessed with several gels. For quantitative polymrease chain reaction (qPCR) analyses, RNAs from 500 μl of each fraction (80S, early polysomes, late polysome) were purified by Trizol extraction; two replicates were analyzed.

### Ribosome profiling

Cells were seeded at 1.5 × 10^6^ cell in 15-cm plates. After 24 h, cells were treated with 0.1 μg/ml doxycycline or dimethylsulfoxide (DMSO) for 12 h. Six plates per condition were harvested and pooled together. Ribosome profiling was performed using the RiboLace gel free kit (Immagina Biotechnology) following supplier’s instructions. For global RNA-seq, stranded RNA libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina. Experiments were performed in duplicate.

#### Analyses

Reads were aligned to the genome for both RNA-seq and ribosome profiling with STAR Aligner (36). Reads per gene were counted by using count module of HTSeq tool with options “–mode = intersection-strict” for both RNA-seq and ribosome profiling and “—type = exon” for RNA-seq and “—type = CDS” for ribosome profiling. For aligning and counting, GENECODE human annotation v.42 was used. To find differentially expressed genes, the R-package DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) (37) was used and resulting *p* values were adjusted using the Benjamini–Hochberg correction method. For gene length and GC content, Mann–Whitney *U* test was applied for two groups and *p* values were calculated and adjusted with the Benjamini–Hochberg method (38).

### Immunoprecipitation

G401 cells were seeded for 24 h prior treatment with 0.1 μg/ml doxycycline or DMSO for 24 h. Cell pellets were fractionated to isolate cytoplasmic fractions with EB0 [50 mM Tris–HCl pH 7.5, 0.1% NP-40, 1 mM EDTA, 1 mM MgCl2, 1x protease and phosphatase inhibitor (Thermo Fisher Scientific 78446)], and nuclear fractions with EB300 (50 mM Tris–HCl pH 7.5, 300 mM NaCl, 1% NP-40, 1 mM EDTA, 1 mM MgCl2, 1x protease, and phosphatase inhibitor). Fractions were re-equilibrated to equal salt concentration (300 mM NaCl). One milligram of protein from each fraction was precleared with Dynabeads protein G (Invitrogen 10004D) for 1 h at 4 °C. Five hundred micrograms of protein of each fraction were incubated with V5 tag or IgG2a antibodies overnight at 4 °C. Twenty five microliters of Dynabeads protein G were added for 10 min at 4 °C, followed by two washes with EB300, and one final wash with EB300 with 0.1% NP-40.

### Mass spectrometry

#### Chemicals and reagents

2-Chloroacetamide (Sigma-Aldrich C0267), potassium hydroxide (Sigma-Aldrich P5958), TFA (Thermo Fisher Scientific AAL06374AC), acetic acid (Thermo Fisher Scientific A11350), Optima LC/MS Grade Water (Thermo Fisher Scientific W6-4), 99.5% formic acid LC/MS Grade (Thermo Fisher Scientific A117-50), tris(2-carboxyethyl)phosphine hydrochloride (Thermo Fisher Scientific PG82080) and Halt Protease and phosphatase inhibitor cocktails, EDTA-Free (Thermo Fisher Scientific 78425 and 78428, respectively), LC/MS grade acetonitrile (Honeywell 14261-1L), Trypsin/Lys-C Mix, Mass Spec Grade (Promega V5073), and Empore C18 47 mm Extraction Disk (Empore 320907D). Liquid chromatography was conducted using a Bruker Pep-Sep C18 10 cm packed column with 1.5 μm beads and 150 μm internal diameter (1893483) attached to a ZDV Sprayer with 20 μm internal diameter (1865710).

#### Sample preparation

Fifty microliters of Trypsin/Lys-C Mix at a concentration of 0.01 μg/μl in 100 mM ammonium bicarbonate was added to the beads and incubated for 30 min at room temperature. After magnetic separation, the supernatant was collected, and the beads were washed with 20 μl of 2 M urea in 100 mM ammonium bicarbonate. Reduction/alkylation buffer was composed of 100 mM tris (2-carboxyethyl) phosphine and 300 mM two-chloroacetamide, with pH adjusted to 7 to 8 using KOH. The pH of the buffer was verified using a pH indicator strip. This buffer was prepared immediately before use to ensure the full activity of 2-chloroacetamide, and 7 μl of it was added to the samples and incubated for 30 min in the dark at room temperature. An additional 50 μl of Trypsin/Lys-C Mix was added for a 3-h incubation at 37 °C. Postdigestion, the samples were acidified with TFA. Stage-Tips were constructed using two C18 Empore disks, washed with methanol and acetonitrile/acetic acid solutions, loaded with digested peptides in 1% acetic acid, and further washed. Finally, the peptides were eluted twice using 30 μl 50% acetonitrile/0.1% acetic acid solution.

#### LC-MS analysis

A nano Elute ultrahigh-pressure nano-flow chromatography system (Bruker) was used with a timsTOF HT mass spectrometer equipped with a CaptiveSpray nano-electrospray ion source. Chromatography was performed on a Pep-Sep C18 column at 50 °C, using a mobile phase consisting of water/acetonitrile**/**formic acid (mobile phase A) and acetonitrile/formic acid (mobile phase B). A 60-min linear gradient from 2 to 33% mobile phase B was employed, followed by a high-percentage B wash and re-equilibration. The flow rate was maintained at 500 nl/min. The mass spectrometer was operated in data dependent analysis-parallel accumulation-serial fragmentation mode, performing four parallel accumulation-serial fragmentation tandem mass spectrometry scans per cycle as described before (39).

#### Data analysis

Raw data files were processed using MS Fragger software (GitHub - Nesvilab/MSFragger: Ultrafast, comprehensive peptide identification for mass spectrometry–based proteomics) against the NCBI *Homo sapiens* RefSeq protein database. Search parameters included collision induced dissociation fragmentation ion types with a precursor error tolerance of 20 ppm and a fragment ion tolerance of 40 ppm. Searches included S/T/Y phosphorylation and up to three modifications per peptide beside standard modifications. Peptides were validated using Percolator and Protein Prophet at 1% false discovery rate. Protein quantification was performed using IonQuant, with normalization across runs and match-between-runs settings accommodating retention time and ion mobility tolerances of 0.4 min and 0.05 (1/K0), respectively. Further analysis was conducted using Frag-Pipe Analyst (40).

### qPCR

RNA was converted to complementary DNA with Super Script IV Reverse Transcriptase (Invitrogen, 18090200). qPCR was performed with Applied Biosystems Power Sybr Green PCR Master Mix (Applied Biosystems, 4368708) with a Quantstudio five Real-Time PCR System (A28140). Primer sequences utilized are reported below. For qPCR from fractionations, ΔCt values were calculated by subtracting the target Ct value with control gene *18S* value. For qPCR from polysome profiles fractions, ΔCt values were calculated by subtracting the Dox-induced SMARCB1 Ct value with the DMSO control. For primers used see supplemental table 1.

### ChIP-sequencing analyses

ChIP sequencing fastq files were obtained from GSE90634 (15). Fastq files were aligned to the hg38 genome with HISAT2 (41) and were further sorted and indexed with samtools (42). MACS2 (43) was used to call peaks from the resulting bam files.

### Quantification and statistical analyses

Unless otherwise annotated in specific experimental procedures subsections, experiments were performed at least three independent times. Unless otherwise annotated in specific experimental procedures subsections, data are expressed as mean ± SEM. *p* values < 0.05 calculated with a two-tailed students’ *t* test were considered significant and annotated with ∗.

## Data availability

The data generated in this study is publicly available in the Gene Expression Omnibus repository under accession number GSE268318. ChIP sequencing fastq files were obtained from GSE90634 (15).

## Supporting information

This article contains supporting information (24).

## Conflict of interest

M. D. is and employee of Immagina Biotechnology. The other authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Absence of SMARCB1 in rhabdoid tumor cells increases sensitivity to translation inhibition and alters translation efficiency of specific mRNAs
**Source:** J Biol Chem. 2024 Nov 13;300(12):107988. doi: 10.1016/j.jbc.2024.107988
**Supplement:** Supplemental Figures

**Absence of SMARCB1 in rhabdoid tumor cells increases sensitivity to translation inhibition and alters translation efficiency of specific mRNAs.**

Linh T. Nguyen^1^, Anastasia E. Hains^1^, Mohammad O. Aziz-Zanjani^1,2,3^, Mattia Dalsass^4^, Sheikh B. U. D. Farooqee^1^, Yingzhou Lu^1^, Peter K. Jackson^1,2,3^, and Capucine Van Rechem^1,5,*^.

^4^ Immagina Biotechnology S.r.l., Pergine Valsugana (TN), Italy

**Supplemental figures S1 to S4**

**Figure S1.** **Related to Figure 1.** **Re-expression of SMARCB1 in rhabdoid tumor cells does not alter sensitivity to the mTOR inhibitor AZD8055.** **A.** Western blot of G401-SMARCB1 after 12h and 24h of 0.1 μg/ml of doxycycline (+) or DMSO (-) treatment in comparison to HAP1 (near haploid derived from leukemia), ReN (neuroprecursor), HEK293T (embryonic kidney).  **B-E.** Western blot of G401-SMARCB1 (**B**), TTC549-SMARCB1 (**C**), BT12-SMARCB1 (**D**), and BT16-SMARCB1 (**E**) after 24h of 0.1 μg/ml of doxycycline (+) or DMSO (-) treatment. **F-I.** Cell viability assays in the presence of the translation mTOR inhibitor AZD8055 at indicated concentrations for 72h (CellTiter-Glo 2.0 Cell Viability Assay, Promega) in G401 (**E**), TTC549 (**F**), BT12 (**G**) and BT16 (**H**) after 24h of doxycycline induction of SMARCB1 (red) or GFP (black). Cell viability was calculated as a fraction of the control (DMSO = 0 nM) viability. Averages of at least three experiments are represented.

**Figure S2. Related to Figure 2. Cytoplasmic SMARCB1 interacts with other mSWI/SNF subunits and with the translation machinery. A.** Proteins identified by mass spectrometry after immunoprecipitation of SMARCB1 from G401 cytoplasmic fraction in 300mM salt. Fold change in comparison to no SMARCB1. Green dots = mSWI/SNF subunits, magenta dots = translation-related proteins. **B.** Fold change enrichment and adjusted p values of mSWI/SNF subunits and translation-related proteins identified after SMARCB1 pull down in G401 induced with doxycycline in comparison to DMSO (left columns) and after SMARCB1 or IgG pull down in G401 induced with doxycycline (right columns). Statistics: p-values were calculated and adjusted with the Benjamini-Hochberg method, < 0.05 was considered significant. C-D. Protein-protein interaction networks for mSWI/SNF subunits (C) and translation-related proteins (D); networks performed with STRING (24).

**Figure S3. Related to Figure 3. Re-expression of SMARCB1 alters the translation efficiency of specific mRNAs. A.** Representative global translation assay in G401 cells expressing SMARCB1 or GFP after 24h induction with doxycycline. The bottom graph represents the quantification of AHA relative to GAPDH. The average of six independent experiments are represented. Statistics: * two-tailed students’ t-test, p < 0.05. **B.** Transcripts presenting alterations in ribosome occupancy (Ribo-Seq) and/or RNA levels (RNA-seq) after 12h of doxycycline induction of SMARCB1 compared to DMSO. Blue = alterations of ribosome occupancy and RNA levels in the same direction, green = alteration of ribosome occupancy, purple = alteration of RNA levels, orange = alteration of ribosome occupancy and RNA levels in opposite direction. **C.** Translation efficiency analyses from ribosome profiling and total RNA sequencing of G401 cells after 12h of doxycycline induction of GFP compared to DMSO. Significant transcripts (adjusted p value < 0.05) with a fold change > 2 are represented in red. **D.** Gene ontology analyses of transcripts presenting an increased translation efficiency upon SMARCB1 re-expression. **E.** Coding sequence length of all transcripts in the genome (green), transcripts with decreased translation efficiency upon SMARCB1 re-expression (blue), and of a random set of transcripts with comparable length of the green transcripts for further analyses (purple). **F.** GC content of transcripts with decreased translation efficiency upon SMARCB1 re-expression (blue) compared to a random set of transcripts of equal length (purple). Statistics: Mann-Whitney U test was applied for two groups and p-values were calculated and adjusted with the Benjamini-Hochberg method. *** adjusted p values < 0.001.

**Figure S4. Related to Figure 4. Re-expression of SMARCB1 increases the cytoplasmic localization of transcripts presenting increased translation efficiency. A-B.** Controls of fractionations. Relative abundance of *MALAT1* (RNA with enriched presence in the nucleus, **A**) and *S14* (RNA with enriched presence in the cytoplasm, **B**) in the nucleus and the cytoplasm in G401 with and without induction of SMARCB1 or GFP. **C-O.** Fold change of annotated transcripts in the nucleus and the cytoplasm after 24h of GFP induction with doxycycline compared to DMSO, relative to 18S. Full bars are transcripts with increased translation efficiency upon SMARCB1 induction, dotted bars are transcripts from the random set of transcripts of similar length, stripped bars are transcripts with decreased translation efficiency upon SMARCB1 induction. **P-R**. Fold change of annotated transcripts in 80S, early polysomes (EP), and late polysomes (LP) after 24h of SMARCB1 induction with doxycycline compared to DMSO. Blue are transcripts with decreased translation efficiency upon SMARCB1 induction, red with increased translation efficiency, and black GAPDH used as a control. Statistics: Student’s t test: * p<0.05 related to no SMARCB1.

# Supplementary material for: Absence of SMARCB1 in rhabdoid tumor cells increases sensitivity to translation inhibition and alters translation efficiency of specific mRNAs
**Source:** J Biol Chem. 2024 Nov 13;300(12):107988. doi: 10.1016/j.jbc.2024.107988
**Supplement:** Supplemental Tables

**Absence of SMARCB1 in rhabdoid tumor cells increases sensitivity to translation inhibition and alters translation efficiency of specific mRNAs.**

Linh T. Nguyen^1^, Anastasia E. Hains^1^, Mohammad O. Aziz-Zanjani^1,2,3^, Mattia Dalsass^4^, Sheikh B. U. D. Farooqee^1^, Yingzhou Lu^1^, Peter K. Jackson^1,2,3^, and Capucine Van Rechem^1,5,*^.

^4^ Immagina Biotechnology S.r.l., Pergine Valsugana (TN), Italy

**Supplemental table 1**

| Target | Forward primer | Reverse primer |
| --- | --- | --- |
| C2orf72 | GAAGCTCAGCTCAGGAAGAC | ATCACAGTCTCCATTGGGAAATA |
| GLTPD | GCTGCTGCTGCTTTATCTCAGT | TCCTGCCGGACCTGGAA |
| FSTL3 | TGACACCGCCTGGTCCAACCT | CACGCCGTCGCACGAATCTTT |
| GATA6 | GCCACTACCTGTGCAACGCCT | CAATCCAAGCCGCCGTGATGAA |
| ATOH8 | AGCCTTCGAGGCGCTCAGGAA | TCGGCACTGTAGTCAAGGTCAG |
| CHST2 | TTTTGTGGGACTGTTGGTGA | CACCTGTTTGATCTGCTGGA |
| FOXA1 | CGCTTCGCACAGGGCTGGAT | TGCTGACCGGGACGGAGGAG |
| GFPT1 | CCCTCTGTTGATTGGTGTACGG | GGAAAAGGCAGGTTGTGCTGTC |
| IFNAI1 | GCCTTGCTGAAGTGTGGAGGAA | ATCCAGGCGATAGGCAGAGATC |
| MALAT1 | GAAGGAAGGAGCGCTAACGA | TACCAACCACTCGCTTTCCC |
| S14 | GTGTCTGCCATATCTTTGCATCC | GGTGAGGATTCATCTCGGTCTG |
| 18S | GAGGGAGCCTGAGAAACGG | GTCGGGAGTGGGTAATTTGC |
| KBTBD7 | AGTCTCTGGTGCCAGTGCCAAA | CCATCTCCTTGGCACACATACC |
| CCR1 | CAACTCCGTGCCAGAAGGTGAA | GTTCAGGAGGTAGATGCTGGTC |
| ANGPT2 | ATTCAGCGACGTGAGGATGGCA | GCACATAGCGTTGCTGATTAGTC |
| SKAP1 | CAGCCAGATGAACTGTCCTTCC | GGAACAATCCCAACGAGGCTGT |
| GAPDH | CCACCCATGGCAAATTCC | TGACAAGCTTCCCGTTCTCA |

**Table S1. List of primers.**

How the deposited data were processed for this re-analysis (not part of the article)

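The data are ribosome profiling libraries of G401 cells with inducible SMARCB1 or GFP, treated with 0.1 μg/ml doxycycline or DMSO for 12 h, with 2 libraries in each of 4 groups. The labels and the paper give the same groups, dose and time. RNA-seq was not analysed here, so no translation efficiency was computed.

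The authors deposited raw counts of ribosome footprints per gene, made with the RiboLace kit, STAR and HTSeq in its intersection-strict mode on coding sequences of GENCODE annotation 42. The paper's text does not name the handling of adapters, duplicates or ribosomal RNA, or the strand option of the counting. The HTSeq totals of reads without a gene (5 rows in each file) were left out of library sizes and tests. Of the reads with a unique alignment, 52.8% to 61.8% were counted on a coding sequence and 36.6% to 45.9% lay on none. Counts on genes ranged from 5924443 to 14000039 per library, with a median of 9170558, and between 11602 and 12662 genes had at least 1 count. Of the 20719 gene IDs listed, 6396 had 0 counts in all libraries. Without molecular identifiers, intervals and limits cover counting error only. A count of 0 allows up to 3 counts.

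Gene symbols and GRCh38 positions come from GENCODE annotation 44, matched by gene ID without its version. 293 IDs had no match and kept their ID. The length and GC content of coding sequences were computed from the same annotation and the genome sequence. The primers of Table S1 were matched exactly to the annotated transcripts.

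Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The counts were filtered with edgeR's filterByExpr by group, scaled with TMM and fitted with glmQLFit over all 8 libraries with 1 term per group. Contrasts were SMARCB1 Dox against SMARCB1 DMSO, GFP Dox against GFP DMSO, and the difference between these effects. Genes were called at an adjusted p-value below 0.05 (Benjamini-Hochberg) and a fold change above 2, the threshold of Fig. 3A. The standard error of a log2 fold change was taken from the quasi-likelihood F statistic. CPM values use TMM-scaled totals. The 6 gene lists were tested with limma's camera at a preset correlation of 0.01, and with fry.

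The naming rule covers SMARCB1, the transcripts the paper tested by qPCR and 5 mSWI/SNF subunits. It adds the called genes with the smallest p-values in each comparison whose Dox libraries lie beyond the DMSO libraries. KSR1 and RGS2, not called in the reported fit, were named after their values were seen. So were the genes named for the lines under DMSO, MT-ND6 and MT-CO1. The alternatives were DESeq2's size factors in the edgeR fit, library size without further scaling, DESeq2's Wald test, no filter beyond 1 count in all libraries together, at least 10 counts in every library, only the groups compared, the replicate number as a block, robust quasi-likelihood, and leaving out each library. These choices, the gene lists and the naming rule were made before the data were examined. The tests were checked on simulated counts with 200 changed genes, drawn independently for each library. Replicate libraries differed by more than the sampling noise, with a chi-square per degree of freedom of 14.7 to 44.8, so no pair was treated as 1 library deposited under different names. This does not show how independent the replicates are.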

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

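The comparison of the lines under DMSO, its tests and the genes named for it were chosen after the data were seen. The paper does not report how the SMARCB1 and GFP lines differ without doxycycline. Under DMSO, 552 genes differed between the lines in edgeR's quasi-likelihood test (adjusted p-value below 0.05, fold change above 2). Of these, 276 were higher and 276 lower in the SMARCB1 line, against 2 genes for induction of SMARCB1. With at least 10 counts in every library the numbers were 288 against 1. They were 636 against 34 with DESeq2 and 649 against 46 without the filter on low counts. In 530 of the 552 genes, all 4 libraries of one line lay beyond all 4 of the other. The smallest p-values among genes higher in the SMARCB1 line belonged to ALPK2, LAMB1 and SEMA3A, and among genes lower there to RFPL4B, DKK1 and FBN2. LAMB1 had 1360 and 2638 counts in the SMARCB1 DMSO libraries and 4 and 10 in the GFP DMSO libraries, and RFPL4B had 4 and 4 against 4998 and 5989. Among the transcripts tested by qPCR, the SMARCB1 line under DMSO had a log2 difference of -8.13 for CHST2 (standard error 0.55) and of 4.68 for SKAP1 (standard error 0.38).

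Several explanations were argued against by the tables. A difference in depth was set against the Dox replicate 2 libraries, which have similar totals and lie outside the DMSO comparison. They did enter the fit that estimated the spread. Between them, 84.4% of the genes kept a fold change above 2 in the same direction. A mislabelled library would correlate with the other line, but the lowest correlation within a line was 0.950 and the highest between lines was 0.928. Expression of SMARCB1 without doxycycline would need SMARCB1 footprints under DMSO, and their limit lies 1479-fold below the induced level, or 471-fold without SMARCB1 DMSO replicate 2. Gains or losses of whole chromosomes would give small folds shared along a chromosome, but 64.9% of the genes differed by more than 4-fold and the chromosome explained 0.463% of the variance of the log2 differences over all tested genes. What stays open is a difference between the cell populations that were made into the SMARCB1 and GFP lines, such as their selection or passage, and the labels give nothing to test it with. The paper describes lines engineered for SMARCB1 and control lines with GFP, so these were separate populations before induction. That selection or passage made them differ remains a hypothesis. Whether such a difference also alters the response to doxycycline was not tested.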

How the results depend on the processing

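The DESeq2 fits on the compared groups, the GC corrections and the length and GC check on DESeq2's list were chosen after the data were seen, and the other settings were not. For SMARCB1 Dox against SMARCB1 DMSO, 2 genes were called higher and 0 lower. DESeq2 called 26 higher and 8 lower (36 without a fold-change minimum), edgeR without a filter on low counts 38 and 8 (46), at least 10 counts in every library 1 and 0 (1), the compared groups alone 5 and 0 (5), and the replicate block 9 and 4 (13). The filter on 10 counts removes SMARCB1 by construction, since its counts are 0 in 6 libraries. DESeq2 on the compared groups without a filter called 23 higher and 7 lower, and DESeq2 with a GC correction 33 and 8. Of the 46 genes called without the filter, 0 were genes the filter removes and 31 were among DESeq2's 34. Otherwise the cause of these differences was not tested. ASS1 was called in the main setting and under all 8 alternatives. RLE size factors, library size alone and robust quasi-likelihood gave the same counts of calls, and with each library of the line left out both called genes kept a fold change above 2.

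For GFP Dox against GFP DMSO, the count of 0 moved only without the filter, to 13 higher and 1 lower (14 without a fold-change minimum). For the difference between the lines, DESeq2 called 1 higher (1 without a fold-change minimum) and no filter gave 10 higher and 5 lower (15). DESeq2 with a GC correction called 1 higher and 1 lower (2). Genes called in both lines numbered 2 without the filter and 0 otherwise. The cause was not tested. Leaving out libraries gives no value for counts that are 0, the fit of the compared groups alone was not possible for the difference between the lines, and the genes called lower gave no list for GC content or length. With library size as the only scaling, the median log2 fold change of all genes moved from -0.02 to 0.09 in the SMARCB1 line and from -0.03 to 0.16 for the difference between the lines, and values within that shift have no direction. Of the transcripts tested by qPCR, 0 were called, against 2 with DESeq2, 3 without the filter and 1 with the block.

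The deviations of samples with the same replicate number had correlations of 0.045 to 0.280 over the 6 pairs of groups, above 0.1 in 5 of them and not in that of SMARCB1 DMSO with GFP Dox. The correlation was 0.199 for the groups of the SMARCB1 comparison and 0.267 for those of the GFP comparison. The paper and the labels name no shared batch, so pairing was left open and the replicate number was left out of the reported fit. That fit may therefore count a shared replicate effect as spread, and its number of calls may be too low. All 13 genes called with the replicate block were among those DESeq2 called.

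Of the 6 gene sets, 0 passed in the SMARCB1 line, against 1 with the block and 1 with at least 10 counts in every library, in both cases the ribosomal proteins (adjusted p = 0.0315 and 0.0233 in limma's camera). The 1 set that passed in the GFP line and the 1 for the difference between the lines fell to 0 under fry and 0 under camera with an estimated correlation. The median GC content of the genes called higher, at the percentile 74.0 of random lists, was at 25.5 for DESeq2's list, and that of coding sequence length went from 24.2 to 69.2. With 2 called genes these percentiles carry little.

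Of 206 further values, for single genes and the limit of SMARCB1, 6 passed the threshold, for CHST2, ANGPT2 and KBTBD7, and 19 moved, fold changes by more than the spread between replicates and count ratios by more than 1.5 times. The other 181 moved by less or kept their side of the threshold, but with a library left out FSTL3, SMARCA4 and GAPDH, none of them called, changed sign. Depth limits the transcripts with increased translation efficiency in the paper, of which 5 of 7 have too few counts to pass the expression filter.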

Differences from the paper's values

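The paper's values are translation efficiencies, which were not computed here, so no pair of values is on one scale. The paper places GLTPD2 among the mRNAs with increased translation efficiency, while the deposited ribosome footprint counts of GLTPD2 are 0 in all 8 libraries. Among the transcripts that the paper gives as changed in translation efficiency and tested by qPCR, 5 passed the expression filter here. Of these, 0 passed the threshold on ribosome occupancy in the reported edgeR fit. The other 6 did not pass the filter, and edgeR without it called none of them. GLTPD2, with 0 counts, could not be tested in either fit. Among the alternatives set before the data were examined, DESeq2 and no filter on low counts called ANGPT2 and KBTBD7, the replicate block called ANGPT2, and no filter on low counts also called CHST2. DESeq2 on the compared groups and DESeq2 with a GC correction, chosen after the values were seen, also called ANGPT2 and KBTBD7.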

Other observations

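The tests of the genes called by DESeq2 and of GFP Dox replicate 1, and the values by replicate number and for MT-ND6, were chosen after the data were seen.

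For the genes called by edgeR in the SMARCB1 line, an effect of doxycycline itself rests on ASS1 alone, which rose by 0.40 on the log2 scale in the GFP line, and 1 gene does not decide it. Both genes, 2 of 2, stayed called after a GC correction of each library. For the 34 genes called by DESeq2, an effect of doxycycline itself would move most of them in the GFP line too. Of the 33 other than SMARCB1, 1 gene, or 3.03%, had a fold change above 2 in the same direction there. Genes with few footprints in the GFP line, such as HCLS1, could hardly show one. All 34 stayed called after a GC correction, which argues against a GC trend as the whole cause. The difference between the lines itself gave 0 calls in the reported edgeR fit, and 10 higher and 5 lower without the filter on low counts. DESeq2 on the same filtered genes called SMARCB1 alone for that difference. An effect of SMARCB1 on the 33 other genes therefore remains a hypothesis.

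GFP Dox replicate 1 stood apart from the other GFP libraries. Its log2 difference from the mean of the GFP DMSO libraries had an SD across genes of 0.741, against 0.431 for GFP Dox replicate 2, which has the lower total, so low depth alone does not account for it. GC content explained 1.87% of the variance of its difference from the other GFP libraries, and its 10 most abundant genes held 5.80% of its counts. It also had 56.4% of its entries in alignments that are not unique. What stays open is a difference in the preparation of that library. Leaving it out would keep GFP Dox replicate 2 alone in the group, and its share in the 0 calls of the GFP line was not examined.

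Within every group, replicate 1 had relatively fewer footprints than replicate 2 on genes of high GC content. Across genes, which are not independent replicates, Spearman's rho between GC content and the log2 difference of replicate 1 from replicate 2 was -0.329 for SMARCB1 Dox, -0.252 for SMARCB1 DMSO, -0.267 for GFP Dox and -0.473 for GFP DMSO. For Dox against DMSO it was 0.086 in the SMARCB1 line and 0.160 in the GFP line. The same sign in every group is what an effect shared by replicate number would give, but no explanation was tested.

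Of the other gene lists, mitochondrially encoded proteins and the integrated stress response, which doxycycline could move by inhibiting mitochondrial ribosomes, had median log2 fold changes of -0.02 and -0.01 in the GFP line (adjusted p = 0.925 for both, limma's camera) and -0.08 and 0.12 in the SMARCB1 line (adjusted p = 0.897 and 0.471). Cell cycle genes were at -0.08 and mSWI/SNF subunits without SMARCB1 at -0.15 in the SMARCB1 line (adjusted p = 0.897 and 0.333). With library size as the only scaling, the cell cycle and mitochondrially encoded lists changed sign there, to 0.03 and 0.01, while the ribosomal proteins stayed higher in the SMARCB1 line, at 0.30, and lower in the GFP line, at -0.17. Cytosolic ribosomal proteins had a median of 0.18 in the SMARCB1 line (adjusted p = 0.0926), with 58 of 76 genes higher, which passed at 0.0233 among genes with at least 10 counts in every library, and of -0.14 in the GFP line (adjusted p = 0.0409), with 25 of 76 higher. Their difference between the lines was 0.34 in limma's camera (adjusted p = 0.00341), but the adjusted p was 0.948 under fry and 0.985 with an estimated correlation, so the shift may reflect genes that vary together between libraries, and under those tests 0 sets passed.

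The 26 genes called higher by DESeq2 had a median coding sequence length of 1490 bases and a median GC content of 52.2%. Random lists matched on expression gave medians of 1386 bases and 54.2%, and the list lay at the percentiles 69.2 and 25.5 of 10000 such lists. The 8 genes called lower had medians of 1523 bases and 47.7%, at the percentiles 46.2 and 23.6. With the median over the annotated coding sequences of each gene in place of the longest, the percentile of length was 93.7 for the genes called higher, at 1088 bases against 788, and 84.1 for those called lower. The percentiles of GC content were then 18.1 and 23.4.

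MT-ND6 held 66.7% to 89.4% of the counts on the 13 mitochondrially encoded genes, ahead of MT-CO1 with 5.56% to 18.5%. It ranked between 2 and 20 among all genes of a library. No explanation was tested.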
